A study of Xenopus tropicalis with 9 samples. Its data were reported in "Age-associated DNA methylation changes in Xenopus frogs" (2023).

How the data were processed

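Whole-genome bisulfite sequencing (WGBS) reads an unmethylated cytosine as thymine and a methylated one as cytosine, so the share of cytosines among the reads at a CpG site is its methylation level. It was applied to web punches of the hindlimb of 9 adult frogs of the species Xenopus tropicalis, 3 in each of the age groups Young, Mid and Old. Groups and replicate numbers were taken from the sample titles, and ages from the birth dates that the labels give for each frog. Ages were counted in years relative to the youngest frog. The birth dates put the Mid frogs 4.44 to 4.51 years and the 3 Old frogs 8.45 years above the youngest one.

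The deposited values are fractions between 0 and 1, each the methylated share of the reads at 1 cytosine. The authors trimmed the reads with cutadapt, aligned them to the XENTR_10.0 assembly with BSBolt, removed PCR duplicates with samtools and called methylation with BSBolt at a base quality of at least 10 and a mapping quality of at least 20. They deposited 3 matrices of common CpG sites. The 5x matrix held 111623 sites with at least 5 reads in every frog. The 3x matrix held 1876029 sites with at least 3 reads in every frog. The pooled matrix held 5677482 sites with at least 10 reads in each age group, called after the alignments of the 3 frogs of a group had been merged. All 111623 sites of the 5x matrix were also in the 3x matrix with the same fractions. The matrices give no read depth beyond these minimums. The depth behind a single level is therefore unknown, and no counting interval was placed on any level. A small number of reads per site limits the precision of a level in 1 frog, and averages over many sites or over frogs are less affected. Both strands of a CpG are listed as separate adjacent positions; 8434 CpGs of the 5x matrix had both when runs of adjacent positions were paired from the left, as the strand of a position is not given.

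From the 5x matrix, the mean level, the share of sites above 0.8 and the share below 0.05 were computed per frog. Trends over age used the code 0, 1 and 2 for Young, Mid and Old. Each trend was tested with a two-sided exact permutation test of its slope over all 1680 assignments of the 9 frogs to 3 groups of 3, with Pearson r and Spearman rho beside it. Adjustment followed Benjamini-Hochberg over the 7 trends tested this way. Differences between 2 groups were tested with a two-sided exact permutation test of the means, whose smallest possible p is 0.1 for 3 frogs against 3. The principal component analysis (PCA) used the 5x matrix without the 10% of sites of lowest variance, centred and not scaled. Autocorrelation was the Pearson correlation between the level of a site and that of a later listed site on the same chromosome of the 3x matrix, at lags of 1 to 20 sites. Bin levels were means over 500 kb of the 3x matrix with at least 20 sites per bin, and terminal bins were those in the outer 10% of either chromosome end. Bin levels were centred on their chromosome mean before their standard deviation (SD) was taken.

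Single sites of the 5x matrix and 500 kb bins were tested with limma, with a linear trend on the age code, an F test over the 3 groups and 3 pairwise contrasts in which the groups shared one variance estimate. Calls were made at a Benjamini-Hochberg adjusted p under 0.05. limma was tested on simulated data made from the real site means and shuffled residuals, with 200 changed features. For the site trend, 62.5% of the sites changed by 40 percentage points per age step were recovered with 6 false calls among 111623 sites, and 20.5% of the sites changed by 20 points with 1 false call. For the bin trend, 68.5% of the bins changed by 2 points per step were recovered among 2900 bins with 12 false calls, and none of those changed by 1 point. The simulated levels were not held between 0 and 1, so these rates need not hold for real sites with such changes. Residuals were shuffled separately for each site or bin, so shifts shared by many bins of a frog are not covered.

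Sites were named by a fixed rule. The rule took the 4 falling and the 4 rising sites with the smallest limma trend p whose group means moved one way from Young through Mid to Old, with no overlap between Old and Young frogs, keeping the first of any sites within 1 kb. The 500 kb bin with the largest fall and the bin with the lowest mean level were also named.

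The age model was the elastic net of scikit-learn with the penalty of the study's methods and an l1 ratio of 0.5, trained on 8 frogs and applied to the frog left out. Each fit started from the 1000 sites that varied most with age. The optimality conditions were then checked over all sites of the 5x matrix and violating sites were added until none was left. The fits stopped at the limit of 100000 iterations within these sites, so the solver's own tolerance was not reached. Fits over all sites at once, stopped after 1000 or 10000 iterations, were made first; their values are given with the alternatives. Ages were permuted over the frogs in seeded draws, 100 orders in all with the real one. The penalty had been tuned by the authors on the same frogs.

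Genes came from a RefSeq table of the assembly UCB_Xtro_10.0, of which 24098 protein-coding and lncRNA genes were used. The table's assembly name differs from the one in the study's methods. The coordinates were therefore checked against the methylation levels, which dipped at the table's gene boundaries. Sites were classed as within 1 kb of either gene boundary, as gene body beyond that, or as intergenic. The table gives neither strand nor exons, so the transcription start, exon, intron and repeat classes set out at the start were not analysed here, and the boundary class takes the place of the first.

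Alternatives chosen before the data were examined were the other coverage minimum, both strands of a CpG merged, an arcsine square root scale, age from the birth dates, frogs of one strain only, leaving out each frog in turn, the replicate number as a block, other limma settings, other level thresholds, bin sizes, PCA settings and elastic net penalties. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9 was used, together with R 4.3.3, limma 3.58.1 and data.table (version 1.17.8).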

Results

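DNA methylation was measured at single CpG sites in the hindlimb webbing of 9 adult Xenopus tropicalis to examine how it differs with age in an amphibian. There were 3 Young, 3 Mid and 3 Old frogs. The Old frogs were 8.45 years older than the youngest frog and the Mid frogs 4.44 to 4.51 years older. All values are fractions or percentages of reads called methylated. The depth per site was unknown above minimums of 5, 3 and 10 reads for the 3 deposited matrices. Strain followed age. The Young frogs were all wild type of the Nigerian background, the Old frogs all carried the eef1a1:GFP transgene, and of the Mid frogs 1 came from the mutant line no privacy and 2 carried eef1a1:GFP. No Young frog had another strain, so age and strain cannot be told apart in comparisons with Young.

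The frogs resembled each other within and between groups. Across the 110544 chromosomal sites of the 5x matrix, the correlation of levels between 2 frogs ran from 0.671 to 0.741 within groups and from 0.632 to 0.713 between groups. These correlations are across sites, which are not independent replicates. No pair of frogs was near identical.

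The first comparison asked whether global CpG methylation differed with age. The mean level over the 5x sites was 82.3% ± 0.152 (SD, n = 3) in Young, 80.6% ± 0.631 (SD, n = 3) in Mid and 79.9% ± 0.669 (SD, n = 3) in Old frogs. Without the mitochondrial and scaffold sites these means were 83.0%, 81.3% and 80.5%. The slope over the 9 frogs was -1.24 percentage points per age step (exact permutation p = 0.00476, adjusted p = 0.00595 over 7 trends). Pearson r was -0.896 and Spearman rho was -0.843 (exact permutation p = 0.00952). Without Young 3 and Young 1, the 2 frogs farthest in age from the median, r was -0.824. The alternative that moved the slope most was the removal of sites whose level spanned 0.7 or more over the 9 frogs, chosen after the data were seen, which gave -0.845 points per step. That removal takes away the sites that changed most. Old minus Young was -2.47 percentage points and Mid minus Young was -1.75, each with an exact permutation p of 0.1, the smallest that 3 frogs against 3 allow. In both comparisons all Young frogs lay above all frogs of the other group. Old minus Mid was -0.728 points (exact permutation p = 0.4). This was larger than the SD of either group, but their ranges overlapped. Old 3 (80.4%) lay above Mid 1 (80.2%) and Mid 3 (80.2%). Within the eef1a1:GFP strain, 3 Old frogs against 2 Mid frogs differed by -0.895 points (exact permutation p = 0.4).

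The share of highly methylated sites, those above 0.8, was 69.4% ± 0.274 (SD, n = 3) in Young, 65.5% ± 1.50 (SD, n = 3) in Mid and 62.5% ± 2.03 (SD, n = 3) in Old frogs. It changed by -3.41 points per age step (exact permutation p = 0.00119, the smallest the 1680 assignments allow, adjusted p = 0.00278). Pearson r was -0.916, Spearman rho was -0.949 (exact permutation p = 0.00119), and r without the 2 farthest frogs was -0.865. The share of unmethylated sites, those below 0.05, was 2.77% ± 0.110 (SD, n = 3) in Young, 2.93% ± 0.227 (SD, n = 3) in Mid and 3.75% ± 0.212 (SD, n = 3) in Old frogs. These shares include the 948 mitochondrial sites, whose mean level was 0.451 to 0.634% over the frogs. Over the chromosomes alone they were 1.93% ± 0.111 (SD, n = 3), 2.104% ± 0.230 (SD, n = 3) and 2.93% ± 0.215 (SD, n = 3). The share over all sites rose by 0.494 points per step (exact permutation p = 0.00476, adjusted p = 0.00595). Pearson r was 0.879, Spearman rho was 0.843 (exact permutation p = 0.00952), and r without the 2 farthest frogs was 0.844.

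**Figure D1:**
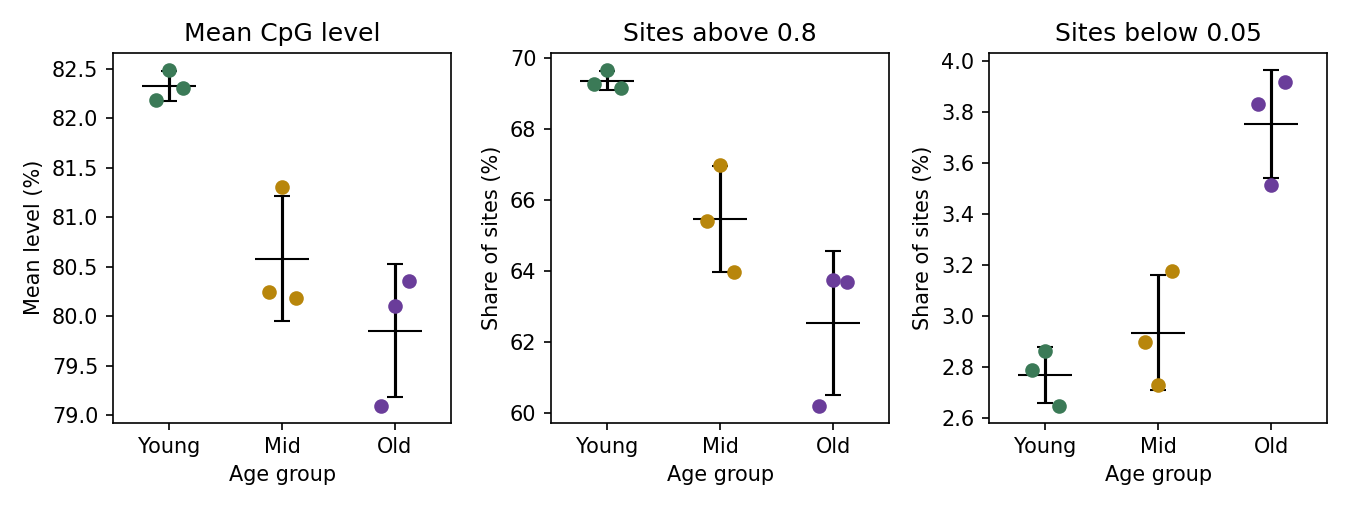
Mean CpG level (%), share of sites above 0.8 (%) and share of sites below 0.05 (%) on the vertical axes for the Young, Mid and Old groups on the horizontal axes, over the 111623 sites of the 5x matrix. Each point is 1 frog, and the bar with whiskers gives the mean and SD of 3 frogs; the mean level was 82.3% in Young and 79.9% in Old frogs.

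In the matrix pooled by age group, the authors' pooled values averaged 83.9% in Young, 82.5% in Mid and 81.9% in Old over 5677482 sites. The pooled values carry no replicates. The pooled Old level was lower than the pooled Young level at 46.3% of the sites and higher at 38.8%. The Kolmogorov-Smirnov distance, the largest gap between 2 cumulative distributions, was 0.0796 between Old and Young, 0.0359 between Mid and Young and 0.0502 between Old and Mid. It is given as a description, since sites are not replicates.

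The decrease was next examined by genomic feature. Within 1 kb of an annotated gene boundary, the mean level over 6566 sites was 76.9% ± 0.227 (SD, n = 3) in Young and 74.9% ± 0.534 (SD, n = 3) in Old frogs. In gene bodies it was 84.0% ± 0.133 (SD, n = 3) in Young and 81.7% ± 0.784 (SD, n = 3) in Old frogs over 45390 sites. In intergenic sequence it was 83.0% ± 0.185 (SD, n = 3) in Young and 80.3% ± 0.608 (SD, n = 3) in Old frogs over 58588 sites. Old minus Young was -2.05 points at gene boundaries (exact permutation p of the trend 0.00595), -2.27 in gene bodies (exact permutation p = 0.00119) and -2.73 in intergenic sequence (exact permutation p = 0.00595). The adjusted p was 0.00595, 0.00278 and 0.00595. Whether the decrease differed between features was not tested. Over all 9 frogs, the level was 61.3% in the 500 bp outside gene boundaries of protein-coding genes and 67.7% in the 500 bp inside them, against 81.7% at 2500 to 3000 bp outside.

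Chromosome-level patterns were examined over 500 kb bins. Among the 2900 bins with at least 20 sites, the median level over the 9 frogs was 82.6%, and 2686 bins (92.6%) had a negative slope with age. The median slope was -0.930 points per age step. limma called 975 bins at an adjusted p under 0.05, 970 lower and 5 higher with age. The count was 127 of 2143 bins in the 5x matrix, the alternative that moved it most. The bin with the largest fall was also the bin with the lowest mean level. It lies on chromosome 8 from 72500001 to 73000000 (XENTR_10.0) and held 20 sites. Its level was 62.9% ± 4.59 (SD, n = 3) in Young, 51.4% ± 6.68 (SD, n = 3) in Mid and 41.5% ± 9.82 (SD, n = 3) in Old frogs, with a slope of -10.7 ± 1.96 (SE) points per step and a limma adjusted p of 0.00256. It sits at the minimum of 20 sites, so its level rests on few sites. In bins with at least 100 sites, the lowest level in any frog was 53.6%, and 5 of these 2799 bins fell below 60% in at least 1 frog.

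Bin levels varied more towards the chromosome ends. The SD was 5.25 ± 0.177 points (SD, n = 9) over the 582 terminal bins and 3.07 ± 0.109 points (SD, n = 9) over the 2318 interior bins. The ratio of the SD of terminal bins to that of interior bins was 1.71 ± 0.0487 (SD, n = 9), with a range of 1.67 to 1.82 over the frogs. Terminal bins held a median of 241 sites and interior bins 752. With every bin thinned at random to 100 sites the ratio averaged 1.37 over 50 draws (1.32 to 1.43), and with 20 sites it averaged 1.16 (1.10 to 1.21).

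PCA was used to ask whether the age groups separate. PC1 held 20.1% of the variance over 100460 sites and its correlation with the age code was -0.992 (exact permutation p = 0.00119, adjusted p = 0.00952 over 8 components). Spearman rho was -0.949 (exact permutation p = 0.00119). The frogs formed 3 separate groups along PC1, so this correlation describes the order of the groups. The sign of a component is arbitrary. PC2 to PC8 had exact permutation p values from 0.876 to 0.974. With sites scaled to equal variance, the alternative that moved it most, r was -0.602. The square root of the mean variance per site between the frogs of a group was 11.7 points in Young, 12.6 in Mid and 13.9 in Old frogs. No test of this spread was run, so whether it differs between the groups beyond chance is not shown.

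**Figure D2:**
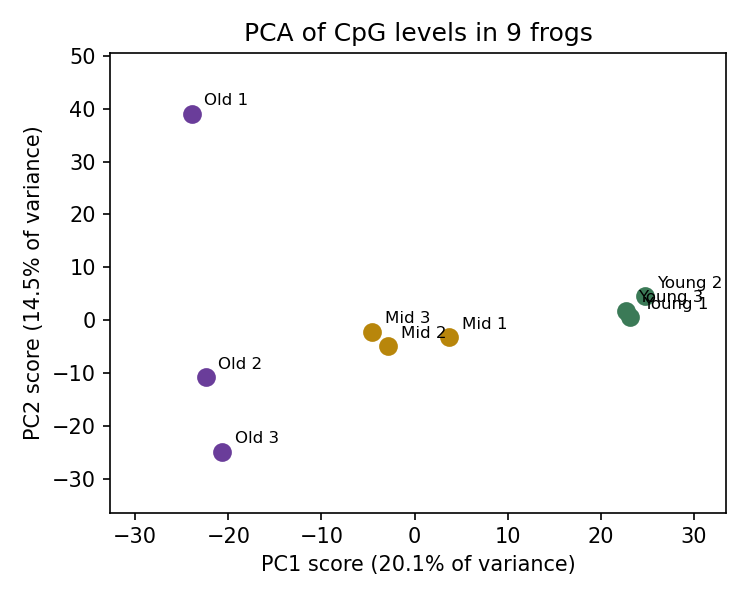
Scores of the 9 frogs on PC1 (horizontal axis, 20.1% of variance) and PC2 (vertical axis, 14.5% of variance), each point labelled with its frog, from the PCA of CpG levels at 100460 sites. Young, Mid and Old frogs take separate ranges on PC1, while PC2 spreads mainly the Old frogs.

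Autocorrelation was used to compare the similarity of neighbouring sites. At lag 1 it was 0.316 ± 0.00237 (SD, n = 3) in Young, 0.307 ± 0.00365 (SD, n = 3) in Mid and 0.275 ± 0.00767 (SD, n = 3) in Old frogs. The median distance to the next site was 161 bp. The slope was -0.0203 per age step (exact permutation p = 0.00119, adjusted p = 0.00278). Pearson r was -0.923, Spearman rho was -0.949 (exact permutation p = 0.00119), and r without the 2 farthest frogs was -0.900. In the 5 eef1a1:GFP frogs the slope was -0.0304 (exact permutation p = 0.1), the smallest p that 3 frogs against 2 allow. In the 5x matrix the slope was -0.00822 (exact permutation p = 0.00833), the smallest in size among the alternatives.

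**Figure D3:**
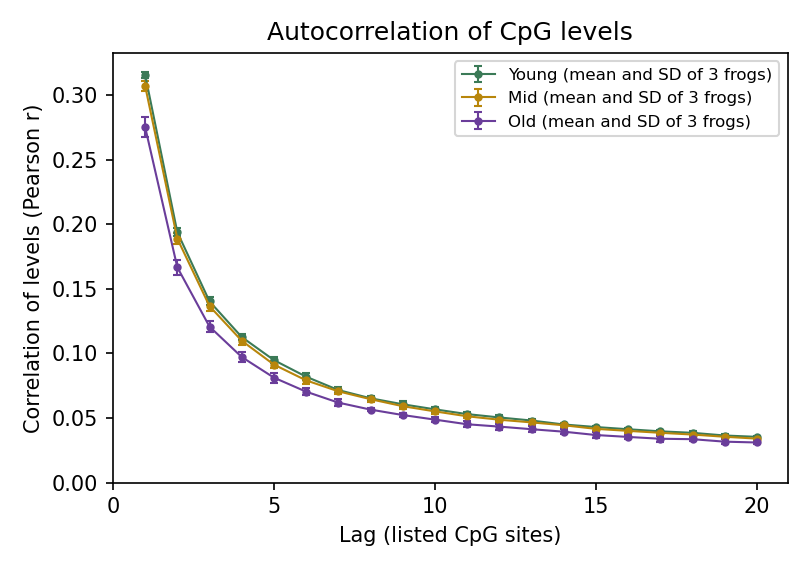
Pearson correlation between the level of a CpG site and that of a later listed site (vertical axis) against the lag in listed sites from 1 to 20 (horizontal axis). Points and whiskers are the mean and SD of 3 frogs per age group. At lag 1 the Old group had 0.275, below the Mid and Young groups.

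Single sites were then tested for a trend with age. limma called 130 of 111623 sites at an adjusted p under 0.05, 107 lower and 23 higher with age, and 8995 sites had an unadjusted p under 0.05. The F test over the 3 groups called 122 sites. The contrast of Old against Young called 310 sites, 266 lower and 44 higher in Old frogs. Mid against Young called 20 sites, 16 lower and 4 higher in Mid frogs. Old against Mid called 0 sites with limma, where 7663 sites had an unadjusted p under 0.05, and it also called 0 with a mean-variance trend in eBayes or on the arcsine square root scale. In the 3x matrix, which tests 1876029 sites, the trend called 569 sites and Old against Mid called 1437. The trend count rested on each of the Old and Young frogs. It was 42, 26 and 31 without Old 1, Old 2 and Old 3, and 19, 38 and 23 without Young 1, Young 2 and Young 3. Old and Young frogs did not overlap at 10576 sites (9.47%), where chance gives 10% without ties. The middle levels of the 6 frogs were tied at 35.4% of the sites, and with these ties chance gives 6.46%. Of the 130 called sites, 78 (60%) were intergenic, 47 (36.2%) were in gene bodies and 5 (3.85%) were near gene boundaries, against 52.5%, 40.7% and 5.88% of the tested sites. Chromosome 1 held 44 called sites and chromosome 4 held 36.

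At the named falling sites, the level was 0 in all 3 Old frogs. The site on chromosome 1 at position 33173611 (XENTR_10.0) lies in intergenic sequence, 85444 bp from the nearest gene. It was at 81.3% ± 5.63 in Young, 41.2% ± 9.32 in Mid and 0% in Old frogs (SD, n = 3), a slope of -40.7 ± 2.38 (SE) points per step. Inside cnn3, the site on chromosome 4 at position 101632653 was at 93.3% ± 5.77 in Young and 36.7% ± 5.77 in Mid frogs (SD, n = 3). Position 109682674 on chromosome 4, 12313 bp from rnpc3, was at 94.4% ± 9.62 in Young and 48.1% ± 10.5 in Mid frogs (SD, n = 3). Position 49486272 on chromosome 1, 4407 bp from galntl6, was at 92.1% ± 6.85 in Young and 50.8% ± 11.3 in Mid frogs (SD, n = 3). The limma adjusted p was 0.00318 for each of these 4 sites. At the named rising sites, the level was 0 in all 3 Young frogs. The site on chromosome 6 at position 132725584, 13854 bp from oxr1, was at 48.7% ± 13.3 in Mid and 100% in Old frogs (SD, n = 3), a slope of 50 ± 2.84 (SE) points per step. Inside grhl2, the site on chromosome 6 at position 131080852 was at 58.9% ± 3.09 in Mid and 95.8% ± 7.22 in Old frogs (SD, n = 3). Position 127349587 on chromosome 6, 78726 bp from triqk, was at 37.8% ± 3.85 in Mid and 94.4% ± 9.62 in Old frogs (SD, n = 3). The site on chromosome 7 at position 18932283, inside a gene that the table names only by its locus number, was at 30% ± 8.66 in Mid and 66.0% ± 5.74 in Old frogs (SD, n = 3). The limma adjusted p was 0.00318 for the 3 sites on chromosome 6 and 0.00415 for the site on chromosome 7. Of the 130 called sites, 88 (67.7%) had levels spanning 0.7 or more over the 9 frogs, as had 5.91% of the tested sites.

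An elastic net model was trained to ask whether age can be predicted from CpG levels. Each of the 9 frogs was predicted by a model trained on the other 8. The leave-one-out R2, the share of the variance in age accounted for by the predictions, was 0.875, and the squared correlation between predicted and actual age was 0.938. The mean absolute error (MAE) was 1.08 years, against 3.19 years when each frog was given the mean age of the others. Of 100 orders of the ages, only the real one gave an R2 as high (permutation p = 0.01, the smallest that 100 orders allow), and the highest R2 of a permuted order was 0.856. Mean predicted ages were 1.44 ± 0.524 years in Young, 4.94 ± 1.08 in Mid and 7.33 ± 0.352 in Old frogs (SD, n = 3), against actual means of 0.0794, 4.46 and 8.45 years above the youngest frog. All 3 Young frogs were overestimated and all 3 Old frogs underestimated. The 9 models used 337 distinct sites, of which 54 were in every model and 284 (84.3%) fell with age. With sites spanning 0.7 or more removed, the alternative that moved it most and was chosen after the data were seen, R2 was 0.461 and the MAE 2.19 years; the removal takes away the sites that changed most. The 3 Old frogs share a birth date and a strain, and so do Mid 2 and Mid 3. A model that predicted one of these frogs had been trained on those sharing its birth date and strain.

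**Figure D4:**
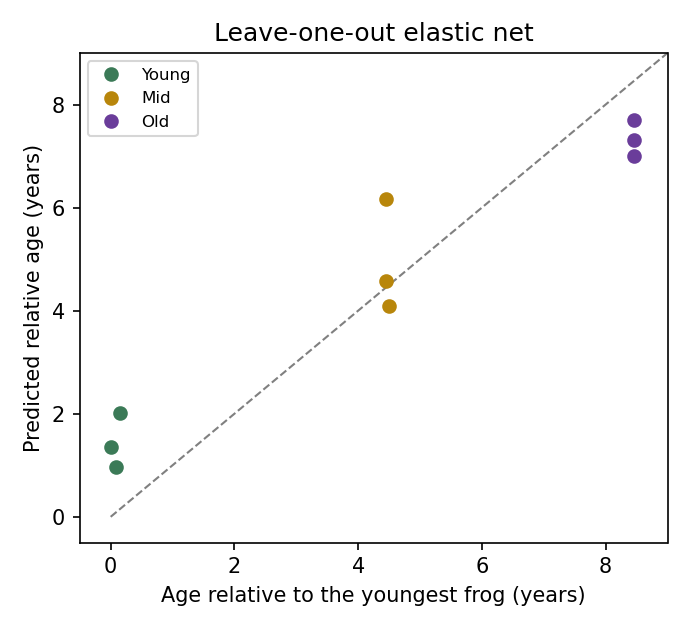
Predicted age (vertical axis, years relative to the youngest frog) against actual relative age (horizontal axis, years), each point 1 of 9 frogs predicted by a model trained on the other 8. The dashed line marks equal values, and the 3 Young frogs lie above it and the 3 Old frogs below it.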

Values the study reported

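The study reported mean CpG levels of 82.19, 82.49 and 82.31% for the young frogs, 80.25, 81.31 and 80.19% for the mid frogs and 79.17, 80.11 and 80.36% for the old frogs. It described 500 kb bins as never below 60%. It gave an R2 of 0.98 for the relation of the first principal component with age. For its leave-one-out elastic net on 110544 sites it gave an R2 of 0.93, a mean absolute error of 1.0017 years and 331 distinct selected sites. The study worded that R2 as a correlation of predicted with actual age. Its nearer counterpart here is therefore the squared correlation rather than the leave-one-out R2.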

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

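The alternatives were chosen before the data were examined, except the removal of sites whose level spanned 0.7 or more over the 9 frogs and 3 of the fits restricted to assembled chromosomes (for the share of unmethylated sites, PC1 and the elastic net), which were chosen afterwards, as were the elastic net fits over all sites at once.

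The trends of the mean level, of the shares of highly methylated and unmethylated sites and of the 3 genomic features kept their direction and an exact permutation p under 0.05 under every alternative run for them. The slope of the mean level ran from -1.39 to -0.845 points per step. The PC1 correlation also kept both, from -0.996 to -0.602. The group differences of the mean level kept their direction, but 3 frogs against 3 cannot pass 0.05. Old minus Mid was -0.348 without Old replicate 1 and -0.363 without Mid replicate 2. The lag 1 autocorrelation slope kept its direction throughout, and its exact permutation p was above 0.05 only in the 5 eef1a1:GFP frogs (slope -0.0304, p = 0.1), where 3 frogs against 2 cannot go lower. The pooled Old minus Young difference of -1.97 points was -2.11 as a mean over the frogs of the 3x matrix.

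The ratio of terminal to interior bin SD was 1.56 in the 5x matrix, 1.88 with 1 Mb bins, 1.63 with at least 100 sites per bin and 1.54 with the outer 20% of each end; the cause was not tested. The ratio of Old to Young spread between frogs, 1.19 in all frogs, ran from 1.147 to 1.227 when frogs were left out in turn. The number of called bins was 127 in the 5x matrix and 611 with 1 Mb bins, where fewer bins were tested, and ran from 521 to 1002 when frogs were left out. It was 541 without Old 1, and 633, 569 and 521 without Young 1, Young 2 and Young 3.

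Counts of called sites changed most. In the 3x matrix, which tests more sites, limma called 472 falling and 97 rising trend sites, 4017 in the F test, 4567 for Old against Young (3085 lower, 1482 higher), 2112 for Mid against Young (1319 lower, 793 higher) and 1437 for Old against Mid. With the lowest 10% of variance removed, the counts were 409, 54, 396, 598, 95 and 2. On the arcsine square root scale, 15 trend sites rose, the F test called 443, Old against Young 513 (361 lower, 152 higher) and Mid against Young 10. Unmoderated regression called 25 falling and 6 rising sites, and eBayes with a mean-variance trend called 13 rising. With strands merged, Old against Mid called 2 sites, and within eef1a1:GFP it called 5. The cause was not tested for these. With sites spanning 0.7 or more removed, limma called 0 falling and 0 rising trend sites (7286 sites had an unadjusted p under 0.05). It called 10 sites in the F test, 10 for Old against Young and 4 for Mid against Young. This removal takes away the sites with the steepest slopes by construction, among them 88 of the 130 called trend sites. Why the rest of the 130 were no longer called was not tested.

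Leaving out a frog gave 14 to 160 falling and 5 to 32 rising trend sites, 20 to 154 sites in the F test, 64 to 307 for Old against Young, 12 to 107 for Mid against Young and 0 to 20 for Old against Mid. The F test called 48, 23 and 20 sites without Old 1, Old 2 and Old 3, and 57 and 53 without Young 1 and Young 2. Old against Young called 115, 70 and 64 without Old 1, Old 2 and Old 3, and 104, 90 and 204 without Young 1, Young 2 and Young 3. Mid against Young called 107 without Young 3, 46 without Young 1, 35 without Young 2, 54 without Mid 1, 36 without Mid 2 and 12 without Old 3. Old against Mid called 20 without Mid 3. Of the 130 trend sites, 19 to 115 were also called when a frog was left out. The 8 named sites kept their direction and an adjusted p under 0.05 in all 104 alternative fits run for them (limma adjusted p 0.000212 to 0.0375, unmoderated regression included).

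The elastic net R2 was 0.687 to 0.918 and the MAE 0.857 to 1.55 years when a frog was left out beforehand. Removing sites spanning 0.7 or more gave 0.461 and 2.19 years. A penalty 10 times larger or smaller gave an R2 of 0.869 or 0.871. Fits over all sites at once gave an R2 of 0.844 and an MAE of 1.21 years when stopped after 1000 iterations, and 0.878 and 1.05 years after 10000.

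The labels give the groups the same replicate numbers, which name different frogs. Deviations from the group means correlated between -0.0236 and 0.0244 for the 9 pairs of frogs with the same number and none was over 0.1, so the numbers share nothing else. With the replicate number as a block, limma called 13 falling and 4 rising trend sites, 8 in the F test, 14 for Old against Young, 4 for Mid against Young, 0 for Old against Mid (7442 at an unadjusted p under 0.05) and 997 bins, and the slope of the mean level was -1.24 (exact permutation p within blocks 0.0185). The block uses up degrees of freedom.

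Depth limits single sites most. At minimums of 5 or 3 reads a level in 1 frog takes few possible values, which mean levels over many sites average out. Averaging does not remove it from the shares of highly methylated and unmethylated sites, the spread between frogs or the autocorrelation. The matrices do not show whether depth differed between the age groups. A depth that differs with age therefore stays open for these patterns.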

Other observations

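The tests of strain in the autocorrelation, of linked sites, of the distance between called sites and of sites with a wide range of levels, and the neighbour shares beyond 100 bp, were chosen only after the results were seen. The neighbour test within 100 bp was chosen before but revised once after its result was seen. The other tests below were chosen before.

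Chance assignment of the frogs was examined by regrouping them. Only the real order, 1 of 100 splits of the 9 frogs, gave as many as the 130 trend sites with limma (the largest other count was 6). The same held for the 122 sites of the F test (1 of 100, largest other count 21) and for the 975 bins (1 of 100, largest other count 337), so chance can be excluded for these 3. For Old against Young and for Mid against Young only the real split gave as many (1 of 10 each). The largest counts of another split were 0 against 310 and 1 against 20, which goes against chance, but in the other splits the real difference adds to the spread, and with 10 splits no share under 0.05 is possible, so chance cannot be excluded for these counts. For Old against Mid limma called 0 sites (7663 had an unadjusted p under 0.05), which all 10 of 10 splits reach by definition, so the splits say nothing there. These splits do not separate age from strain.

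The sites with the strongest trends had levels that resemble genotypes. Of the 107 called falling sites, 59 were at 0 in all 3 Old frogs. Of the 23 called rising sites, 9 were at 0 in all 3 Young frogs. Mid frogs lay in between at the named sites, but the naming rule requires a Mid mean in between, so this adds no evidence. A candidate explanation is sequence variants on haplotypes that differ between the strains, since a CpG lost to a variant reads as unmethylated. This was tested at sites chosen on Old and Young frogs alone, in the 3x matrix. At 872 sites all Old frogs were at 0 and all Young frogs at 0.8 or more, while a CpG within 100 bp averaged 0.7 or more in Old frogs. The reverse pattern was found at 65 sites. Levels of consecutive chosen sites 10 kb to 1 Mb apart (median 144119 bp) correlated across sites at 0.518, 0.367 and 0.308 in Mid 1, Mid 2 and Mid 3. None of 1000 shuffles of the chosen sites reached 0.308 as the lowest of the 3 frogs. At 9586 control sites, with mean Old levels of 0.3 to 0.6, the values were 0.156, 0.195 and 0.146 (median 95626 bp apart), each below the chosen sites by more than the 95% intervals (Fisher z, pairs taken as independent). At 872 control sites drawn from these they were 0.0587, 0.276 and 0.175 (median 363471 bp apart). There the intervals overlapped in Mid 2 (0.296 to 0.435 at chosen sites, 0.188 to 0.358 at control sites) and in Mid 3 (0.233 to 0.378 and 0.0840 to 0.262). The chosen and control sites and the rule of comparison were redefined after a first look, in which the controls lay further below. Haplotypes may therefore account for some of these sites, but they cannot be told apart from regional methylation change that differs between frogs. The control comparison was not clear in every Mid frog, and control sites may themselves include variants. At the chosen sites, 27.3%, 20.9% and 37.4% of levels were below 0.2 in Mid 1, Mid 2 and Mid 3. Levels from 0.2 to 0.8 made up 44.8%, 73.6% and 56.9%, and levels above 0.8 made up 27.9%, 5.50% and 5.73%. Whether variants or methylation change better account for these shares was not tested. Age itself stays open, and reads or genotypes were not analysed here.

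Called sites also lay close together. Of the 130, 62 had another called site 10 kb to 1 Mb away, against a median of 33 and a largest value of 54 in 1000 random draws of chromosomal sites. Haplotypes that differ between the strains and regional change with age predict the same, so they cannot be told apart by this count.

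Variants limited to single CpGs were weighed through the neighbours. If they were the cause, the nearest CpG of another pair of strands within 100 bp would move the same way no more often than beside sites not called. It moved the same way at 74.4% of 86 called sites (Wilson 95% interval 64.3 to 82.5%), against 57.8% (57.4 to 58.1%) of the sites not called. The intervals take sites as independent, although both strands of a CpG count as separate sites and can share a neighbour. They are therefore too narrow. The sites not called had a median slope of 2.96 points per step in size, so their direction is less certain. Sites and neighbours without a slope are left out here, a change made after the first version had given 71.9% of 89 called sites (61.8 to 80.2%) against 53.4% (53.0 to 53.7%). Within these limits, the higher share at called sites argues against such variants as the whole cause. It leaves room for them at some sites, since the median neighbour moved by 5.33 points per step in the direction of the called site and the called sites themselves by 39.9. Beyond 100 bp and up to 500 bp, a distance looked at afterwards, the share was 61.1% of 90 sites (50.8 to 70.5%), which includes the 52.9% that the genome-wide share of falling sites gives. That share had for a time been taken to leave the test undecided, before the rule set beforehand was applied. Neighbours within 100 bp can lie on the same reads, so the excess at short distance may partly come from shared reads.

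All 337 sites used by the 9 elastic net models had levels spanning 0.7 or more over the 9 frogs, as had 5.91% of the 5x sites. A penalised model favours such sites whatever their origin, so this does not test for variants. No biological explanation was tested for it.

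The lower mean level in older frogs was examined against technical explanations. The mitochondrial level, which reads unconverted cytosine where the mitochondrial DNA is unmethylated, spanned 0.183 points over the 9 frogs (0.451 to 0.634%) and showed no trend with age (exact permutation p = 0.512). Its lowest and highest values were both in Old frogs. As far as the mitochondrial level reads it, a difference in bisulfite conversion is far smaller than the nuclear difference. Without the 6595 chromosomal sites spanning 0.7 or more, the slope was -0.845 points per step (exact permutation p = 0.00952), so these sites were not the whole cause. How much of the decrease they carried cannot be read from this, because the range is taken over the same frogs and removing the sites that changed most makes the slope smaller whatever their origin. Variants with a smaller range of levels are not covered by it. At the sites left, the median change from Young to Old was -0.794 points. Strain stays open. Within eef1a1:GFP, Old minus Mid was -0.895 points with an exact permutation p of 0.4. The difference kept its sign and size, which had been set beforehand as the mark against strain, but with 3 frogs against 2 it cannot be told apart from 0, so it decides nothing. The lowest Young frog lay 0.878 points above the highest other frog, and every Young frog is wild type, so strain and age cannot be told apart there. Age and the mix of cell types in the webbing were not tested separately.

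The lower autocorrelation in older frogs was examined against noisier libraries. Noise of the same size at all sites would lower the correlation between the 2 strands of a CpG by as much. That correlation was 0.666 ± 0.00641 (SD, n = 3) in Young, 0.663 ± 0.0135 in Mid and 0.618 ± 0.0268 in Old frogs, and it fell with age (exact permutation p = 0.0131). The ratio of the correlation with the nearest other CpG within 500 bp to it still fell, from 0.692 ± 0.0106 in Young over 0.668 ± 0.00899 in Mid to 0.642 ± 0.0141 in Old frogs (SD, n = 3; exact permutation p = 0.00119, the smallest the design allows). Noise that lowers both correlations by the same factor is thus not the whole cause. The 2 correlations rest on different sites, 104060 CpGs with both strands and 1593742 sites with another CpG within 500 bp. Noise that differs between these sites is not covered, so the share of the decrease due to noise stays open. Within eef1a1:GFP, the lag 1 autocorrelation was 0.275 in 3 Old frogs (0.267 to 0.280) and 0.306 in 2 Mid frogs (0.303 to 0.309). The difference of -0.0304 was larger than the spread between these frogs (pooled SD 0.00663), and its exact permutation p of 0.1 is the smallest that 3 frogs against 2 allow. The lower value in Old than in Mid frogs was thus also seen within this strain. With 3 frogs against 2 chance cannot be excluded, so strain is not ruled out as the cause. The Old frogs share a birth date, as do these Mid frogs, so brood and age cannot be told apart here. For Mid against Young, strain and age were not separated. Sequence variants that differ between broods, which change both strands of a CpG alike, stay open and were not tested for this pattern, as does age itself.

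The larger spread of terminal bins was examined against their lower number of sites. With every bin thinned to 20 sites the ratio of terminal to interior SD stayed above 1 in every frog, with 1.151 the lowest in the first draw. The outcome varies with the draw, and over 50 further draws the lowest value of any frog was 1.06. Fewer sites per bin is therefore not the whole cause, although thinning lowered the ratio from 1.71. Thinning adds sampling noise to all bins, which by itself brings a ratio closer to 1. No biological explanation was tested.

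The lowest age-group mean of a 500 kb bin was 41.5%, in a bin of 20 sites. That is lower than the value quoted from the study above. In bins with at least 100 sites the lowest age-group mean was 56.5%.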
